A study of Homo sapiens with 9 samples. Its data were reported in "Bifidobacteria grown on human milk oligosaccharides downregulate the expression of inflammation-related genes in Caco-2 cells" (2015).

How the data were processed

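Poly(A) RNA of Caco-2 monolayers held for 2 h with B. infantis from 48-h cultures on GLU, LAC or HMO was sequenced as single reads, 3 libraries per sugar and 9 in all. According to the paper, the replicates were separate bacterial cultures and Caco-2 cells of different passages. The authors mapped the reads to the human genome (build GRCh37) with CLC Genomics Workbench, kept reads that mapped to 1 place only, and deposited the read counts per Ensembl gene that are used here. The design, written before the values were seen, foresaw RPKM, but the table held whole-number counts, so the test for normalized values was replaced by edgeR's quasi-likelihood test for counts. No column was left unmapped and no row lacked a gene. Of the genes, 17321 had a symbol in the gene table supplied with the reference, and 412, with 0.949% of the counts, had none and were kept under their identifiers. Only genes with at least 3 counts in total were in the table, so its absences were not read as zero expression.

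Library totals ran from 16.87 to 39.45 times 1e6 counts, and a count of 0 was read as up to 3 counts, or 0.0760 to 0.178 CPM by library. CPM, counts scaled to a library total of 1e6, was computed with TMM scaling. Genes with a mean CPM of at least 0.1, 17044 in all, were tested in R 4.3.3 with edgeR 4.0.16, in a separate robust fit of the 2 groups compared, and p values were adjusted over all tested genes by the Benjamini-Hochberg method, with a threshold of 0.05. The 2-group fits, the adjustment and the threshold of 0.05 were set before the data were examined. The design had set the filter at a mean of 0.1 RPKM and the lowest mean of a named gene at 1 RPKM. For the count table both were applied to CPM instead. Log2 fold changes used a prior count of 0.5. Means are followed by the SD of 3 libraries, log2 fold changes by their SE. Counts at the study's thresholds used edgeR's p values (unadjusted at most 0.05, adjusted at most 0.5) and a ratio of mean CPM scaled by total counts of at least 2. RPKM served only to count expressed genes, at 0.1 RPKM, with exon lengths of a GENCODE annotation for GRCh37 that is not the annotation the authors used.

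In all, 24 gene lists fixed before the deposited values were seen were tested with limma 3.58.1. Before they were fixed, a heat shock gene and JUN had been met in the study's supplementary list, and the study had named chemokines, histone H2B, the disease candidates and some NF-kB targets and immediate early genes partly on these samples. They covered chemokines, other NF-kB targets, disease candidates named by the study, immediate early genes, heat shock, the unfolded protein and integrated stress response, NRF2 and aryl hydrocarbon receptor targets, metallothioneins, histones, cell cycle, ribosomal proteins, mitochondrially encoded genes, cholesterol synthesis, glycolysis and hypoxia, stem and progenitor markers, enterocyte differentiation, goblet, Paneth and enteroendocrine markers, cell junctions, mucins and antimicrobial factors, pattern recognition, interferon-stimulated genes, C2H2 zinc finger genes, and immune, stromal and endothelial markers. The test was camera with a preset correlation of 0.01, for lists with at least 5 tested genes, adjusted over the lists of a comparison. Camera with an estimated correlation and fry were alternatives. Members that passed were counted with p values adjusted over all genes and, separately, over the list alone.

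Genes were named by a rule. The first part is CXCL1, CXCL2, CXCL3, ICAM1, LTB, TNNI2, LRRK2 and SOCS1 in every comparison. The second is the 10 genes per direction with the largest log2 fold change among those that passed, or among those at the study's thresholds where fewer than 5 passed, with a symbol that is no clone name, a mean of at least 1 CPM in the higher group and all 3 libraries of a group above all 3 of the other. The third is the 4 members of a described list with the smallest p values. Genes named after their values were seen are marked where they stand.

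The test was tried on simulated counts with 200 changed genes. Alternatives were other filters, scalings, variance models, a block for replicate number, DESeq2 1.42.0, voom with quality weights, limma on log2(CPM + 0.5), each library left out in turn, and HMO replicate 2 and LAC replicate 2 left out together. Whether replicate numbers pair the samples was checked by the correlation, across genes, of deviations from the group means. For HMO and LAC the same-number pairs had 0.4964, 0.7171 and 0.608, all above 0.1, so values with the block stand beside that comparison. Pairs with different numbers reached similar values (HMO replicate 3 with LAC replicate 1, 0.5521, and HMO replicate 1 with LAC replicate 3, 0.4207). The check therefore cannot show that the numbers pair these samples. Pairs with GLU ranged from -0.3308 to 0.2625, so GLU was not taken as paired. Pairs of libraries were checked for duplicates by a chi-square test on their counts. Scripts ran in Python 3.11.15 with pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and pysam 0.24.0, and BLAST 2.17.0 searched genes for ribosomal RNA sequence. Because only uniquely mapped reads were counted, levels of near-identical genes (CXCL1, CXCL2 and CXCL3, many histones, HSPA1A and HSPA1B) are uncertain. The library kit did not mark the strand, so reads of overlapping or antisense transcripts cannot be told apart. Most histone mRNAs lack a poly(A) tail and are sampled thinly. Cells without bacteria were not analysed here.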

Results

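Caco-2 cells, a human colon carcinoma line that forms an enterocyte-like layer after confluence, were incubated for 2 h with Bifidobacterium longum subsp. infantis (B. infantis), a bacterium of the infant gut. The bacteria came from 48-h cultures grown on glucose (GLU), on lactose (LAC) or on human milk oligosaccharides (HMO), the complex free sugars of human milk. Poly(A) RNA was sequenced in 3 libraries per carbon source, 9 in all, and the deposited table held read counts for 17321 genes with a symbol and 412 without. The GLU libraries held 37.75, 34.17 and 16.87 times 1e6 counts, the HMO libraries 39.45, 20.03 and 24.04 times 1e6, and the LAC libraries 22.65, 22.11 and 21.4 times 1e6. A count of 0 allowed a level of up to 0.178 CPM (counts scaled to a library total of 1e6) in the shallowest library, taking 3 counts as the floor and covering counting error only. Mean levels reached 0.1 RPKM for 15469 genes with GLU, 15876 with HMO and 15606 with LAC. HMO was highest only through its replicate 2, since the count was 15286 without it. In every library of a group 0.1 RPKM was reached by 14917, 14815 and 14953 genes. Caco-2 cells without bacteria were not analysed here, so each comparison sets 1 carbon source of the bacteria against another.

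One library differed from the rest. In HMO replicate 2, genes for cytosolic ribosomal proteins took 15.9% of the counts, against 9.85% and 10.5% in the other HMO libraries. The GLU and LAC libraries had 8.04% to 11.3%. ANKRD30BL, named after its values were seen, alone took 6.34% of its counts, against 0.186% to 0.627% elsewhere. Together, 16 genes at 4 times or more their highest level in the other libraries took 13.7%, against 0.532% to 1.46%. Its log2 values correlated with those of the other 8 libraries at 0.933 to 0.968 across genes, and the first principal component placed it at 97.3 while the others lay between -26.0 and 22.4. LAC replicate 2 lay at the upper end of that range and had the highest share of ribosomal protein counts outside HMO, 11.3%. Results are given for all libraries, and values without these 2 libraries, a choice made after the data were examined, are given beside the main ones. Within each group every pair of replicates differed by more than sampling noise, with a chi-square per degree of freedom of 3.83 or higher, so each library was counted as its own replicate. In simulated data with each gene's spread in these libraries, the test called 49% of 2-fold and 82% of 4-fold changes for HMO vs GLU, 33% and 75% for HMO vs LAC, and 80% and 98% for LAC vs GLU. Without the 2 libraries these were 86% and 100%, 90% and 99%, and 89% and 96%. The unchanged genes called in these simulations numbered 4, 6 and 16 with all libraries and 25, 29 and 13 without the 2, so calls without them carry more false ones for HMO vs GLU and HMO vs LAC. Each gene was simulated independently, so no simulated library had many genes shifted together as HMO replicate 2 did. The shares of changes called with all libraries may therefore be too high.

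**Figure D1:**
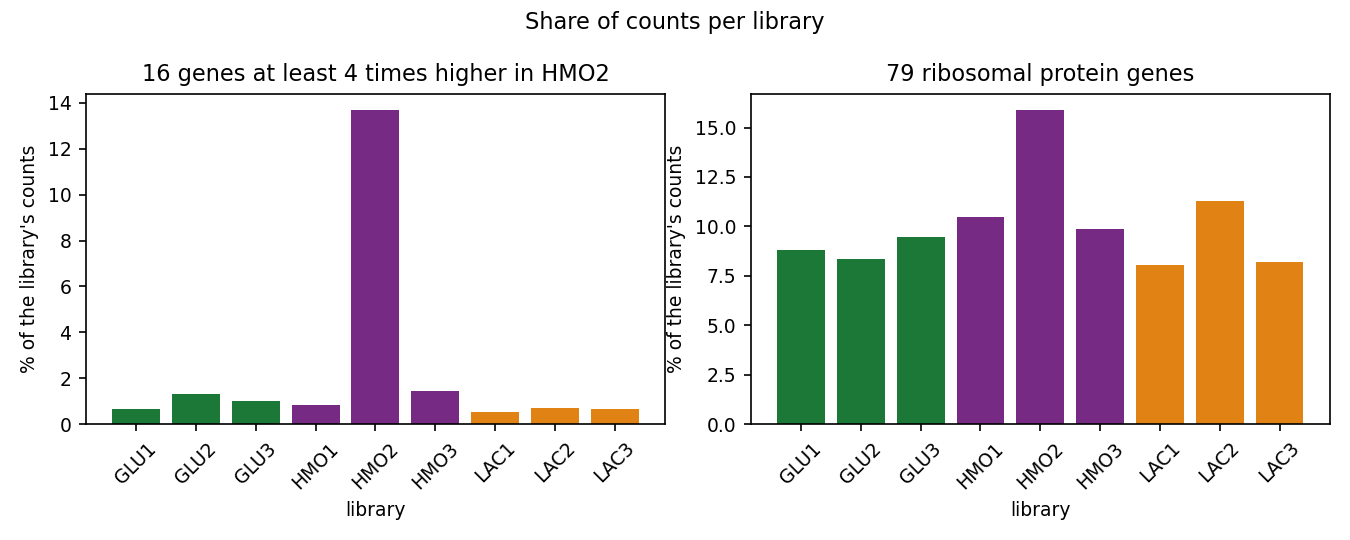
Percent of each library's counts (vertical axis) in 16 genes at 4 times or more their level elsewhere in HMO replicate 2 (left) and in 79 ribosomal protein genes (right), with 1 bar per library coloured by carbon source. HMO replicate 2 reached 13.7% and 15.9%.

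The comparison of HMO with LAC asked whether B. infantis grown on milk oligosaccharides changed Caco-2 gene expression relative to bacteria grown on milk sugar. Of all genes tested, 2 were lower with HMO than with LAC, and both encode chemokines. CCL20, whose product attracts dendritic cells and lymphocytes through CCR6, was at 10.7 ± 1.11 CPM (SD, n = 3) with HMO and 42.9 ± 4.79 CPM with LAC, a log2 fold change of -2.03 ± 0.15 (SE, adjusted p = 0.0313). CXCL1, which attracts neutrophils, was at 13.1 ± 1.9 CPM and 54.1 ± 6.7 CPM, a log2 fold change of -2.06 ± 0.17 (adjusted p = 0.0326). In GRCh37, CCL20 (ENSG00000115009) lies on chromosome 2 from 228670455 to 228682280 and CXCL1 (ENSG00000163739) on chromosome 4 from 74735110 to 74737025. All 3 HMO libraries lay below all 3 LAC libraries for both genes. In the GLU libraries CCL20 was at 10.92 to 16.66 CPM, overlapping the HMO range of 9.478 to 11.68 CPM, and CXCL1 was at 17.77 to 21.21 CPM. Both genes were thus highest with LAC, and their GLU levels lay nearer to HMO than to LAC. The related neutrophil chemokines CXCL3 (log2 fold change -1.92 ± 0.22) and CXCL2 (-1.51 ± 0.18), in the same chromosome 4 cluster, and BIRC3 (-1.47 ± 0.20), an inhibitor of apoptosis induced by NF-kB, had adjusted p values of 0.207, 0.207 and 0.454. In the fit with a replicate block, CXCL2, HMO vs LAC, passed as well (adjusted p = 0.0218), and so did BIRC3, HMO vs LAC (adjusted p = 0.0111). Without HMO replicate 2 and LAC replicate 2, CXCL3 (-1.62), CXCL2 (-1.47) and BIRC3 (-1.42) all passed (adjusted p = 0.0151, 0.00604 and 0.0107). CXCL1, CXCL2 and CXCL3 are close copies of one another, so counts of uniquely mapped reads are less certain for them than for single-copy genes.

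By edgeR's quasi-likelihood test, 2 of 17044 genes were downregulated by HMO relative to LAC and 0 were upregulated, with 315 at an unadjusted p under 0.05. That last count was 2735 with the replicate block, 1365 without HMO replicate 3, 1068 without LAC replicate 2, 57 without LAC replicate 1 and 47 without LAC replicate 3. DESeq2 called 7 genes, and voom with quality weights 14. The call of both chemokines was lost, with 0 genes left, when HMO replicate 1 or 3 or any 1 LAC library was left out, while their log2 fold changes stayed between -2.16 and -1.93 in every alternative. At the study's thresholds (unadjusted p of at most 0.05, adjusted p of at most 0.5 and a ratio of at least 2), 5 genes were lower with HMO and 0 were higher, and 2 were lower when HMO replicate 1 or 3 or any 1 LAC library was left out. With the block, 4 genes were lower at an adjusted p of 0.05, and 172 were higher and 56 lower at the study's thresholds. Without HMO replicate 2 and LAC replicate 2, 25 genes were lower and 1 was higher at an adjusted p of 0.05, and at the study's thresholds 100 were lower and 64 higher.

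**Figure D2:**
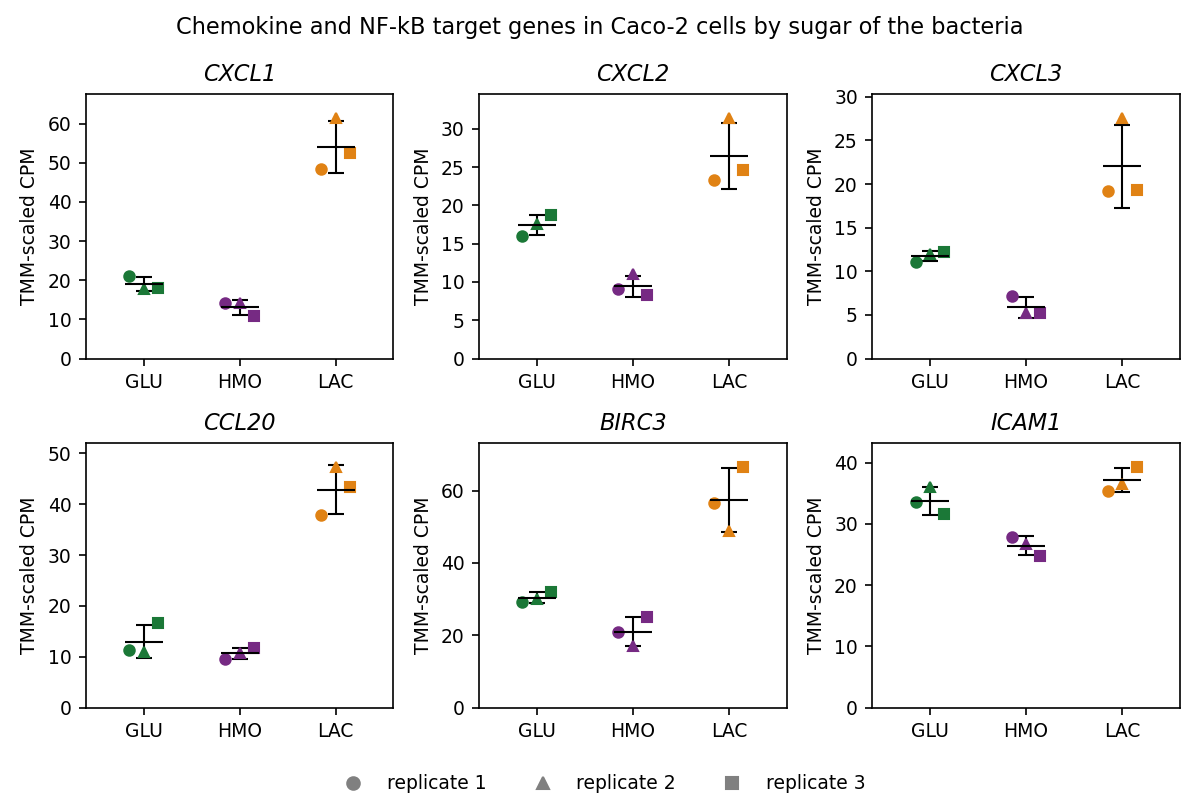
TMM-scaled CPM (vertical axes, from 0) of 6 genes in the GLU, HMO and LAC libraries, with 1 point per library and black lines for the mean ± SD of 3 libraries. CXCL1 averaged 13.1 CPM with HMO, 19.03 with GLU and 54.1 with LAC, and CCL20 averaged 10.7, 12.98 and 42.9.

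Of the 21 chemokine genes tested, 2 fell with HMO relative to LAC over all genes and 6 adjusted over the list alone. The study singled out chemokines partly on these samples, so the list is not independent evidence. Its median log2 fold change was only -0.06, since 8 members had positive values, and its mean was -0.54. It was called lower by camera with a preset correlation (adjusted p = 8.01e-17) and by fry (adjusted p = 0.0393), and not with an estimated correlation (adjusted p = 0.0782). Other NF-kB target genes, some of them named by the study on these samples and so not independent evidence, were called lower as a list (median -0.20, 33 of 49 negative, adjusted p = 6.13e-06, and adjusted p = 0.0782 with an estimated correlation), though 0 passed over all genes and 1 adjusted over the list alone. Without the 2 libraries 3 were lower over all genes and 8 adjusted over the list alone. Members with the smallest p after BIRC3 were NFKBIZ (-1.10 ± 0.23), ICAM1 (-0.51 ± 0.13), the adhesion molecule that holds leukocytes, and NFKBIA (-0.59 ± 0.15), all with an adjusted p of 0.789 with all libraries, and NFKBIZ passed without the 2 (adjusted p = 0.0151). Of the genes the study named as disease candidates, SOCS1 was at -1.78 ± 0.51, TNFAIP3 at -1.22 ± 0.33, TNNI2 at 0.67 ± 0.27, LRRK2 at -0.25 ± 0.35 and LTB at 0.06 ± 0.42. None passed with all libraries, and TNFAIP3 did without the 2 (-1.04, adjusted p = 0.0151). That list of 14, with 3 members lower adjusted over the list alone, was called lower (median -0.23, adjusted p = 0.00741, and adjusted p = 0.25 with an estimated correlation), was chosen by the study partly on these samples, and lost its call without the 2 libraries (adjusted p = 0.136).

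Several other lists differed between HMO and LAC under the preset correlation, and none of them under an estimated one. All 79 ribosomal protein genes had positive log2 fold changes with a median of 0.55 (adjusted p = 9.03e-27, and adjusted p = 0.501 with an estimated correlation), and the median was 0.37 without HMO replicate 2 and LAC replicate 2, the libraries with the most ribosomal protein counts in their groups. Metallothioneins, which bind zinc and copper, had a median of 1.04 (adjusted p = 4.57e-09, and adjusted p = 0.272 with an estimated correlation), with MT1X at 1.099 ± 0.31 and MT2A at 1.04 ± 0.37, and a median of 0.71 without the 2 libraries. Mitochondrially encoded genes had a median of -0.28 (adjusted p = 7.81e-04, and adjusted p = 0.428 with an estimated correlation). Immediate early genes had a median of -0.24 (adjusted p = 5.77e-09, and adjusted p = 0.52 with an estimated correlation), with EGR1 at -0.68 ± 0.21 and DUSP6 at -0.60 ± 0.24, and a median of -0.04 without the 2 libraries (adjusted p = 0.567). Histones (median 0.36, adjusted p = 0.013), aryl hydrocarbon receptor targets (-0.30, adjusted p = 0.0198) and the unfolded protein and integrated stress response (-0.10, adjusted p = 0.0355) also lost their calls without the 2 libraries, where their medians were 0.07, -0.17 and 0.01, and had adjusted p values of 0.603, 0.428 and 0.635 with an estimated correlation. With all libraries no member of these 7 lists passed the test over all genes or adjusted over its list alone. Without the 2 libraries 77 ribosomal protein genes and 8 metallothioneins were higher adjusted over the list alone, and 1 metallothionein over all genes. In the same fit 1 metallothionein, 2 mitochondrially encoded genes and 2 genes of the unfolded protein and integrated stress response were lower adjusted over the list alone. With the block the unfolded protein and integrated stress response lost its call (adjusted p = 0.0775) and cell junctions were called lower (adjusted p = 0.0304).

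HMO was compared with GLU to see how bacteria fed milk oligosaccharides differed in effect from bacteria fed a simple sugar. With all 6 libraries no gene passed the threshold. The smallest adjusted p, 0.123, belonged to H2BC21, a histone H2B gene, at 8.70 ± 1.91 CPM with HMO and 43.6 ± 6.4 CPM with GLU (log2 fold change -2.32 ± 0.20). PCK1, the rate-limiting enzyme of gluconeogenesis, was at 16.2 ± 7.31 CPM against 131 ± 23.6 CPM (-3.01 ± 0.35), and DUSP1, a phosphatase that switches off MAP kinases, at 36.9 ± 10.7 CPM against 152.5 ± 25.6 CPM (-2.04 ± 0.24), each with an adjusted p of 0.241. CXCL3 was at -0.998 ± 0.19, CXCL2 at -0.89 ± 0.16 and CXCL1 at -0.54 ± 0.15, with all 3 HMO libraries below all 3 GLU libraries for each of them and adjusted p values of 0.267 to 0.283. Of the other genes the study named, SOCS1, an inhibitor of cytokine signalling, was at -1.58 ± 0.40 and TNNI2, a troponin subunit, at 1.085 ± 0.25, and both passed without HMO replicate 2 (adjusted p = 0.0355 and 0.011). ICAM1 (-0.35 ± 0.11), LTB (0.94 ± 0.41) and LRRK2 (-0.20 ± 0.33) did not pass with it or without it.

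By edgeR's quasi-likelihood test, 0 of 17044 genes differed between HMO and GLU at an adjusted p of 0.05, while 2412 had an unadjusted p under 0.05. That last count was 1079, 962 and 1030 without GLU replicates 1, 2 and 3, 4469 without HMO replicate 2 and 3722 without HMO replicate 3. At an adjusted p of 0.05 the count was 2509 by voom with quality weights, 625 by DESeq2, 5 by an unmoderated test and 0 by limma on log2(CPM + 0.5). One library decided the count, since without HMO replicate 2 the same edgeR test found 801 genes upregulated and 650 downregulated by HMO, and the biological coefficient of variation was 10.0% instead of 28.8%. At the study's thresholds 115 genes were higher and 72 lower with HMO, against 175 higher and 57 lower with each library centred on its median, 233 higher and 70 lower by DESeq2, 78 higher and 88 lower by limma on log2(CPM + 0.5), 63 higher and 118 lower without HMO replicate 2, and 0 genes without any 1 of the GLU libraries. Leaving out HMO replicate 1 gave 391 genes at those thresholds and leaving out HMO replicate 3 gave 672.

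The genes lower at the study's thresholds with the largest changes were PCK1, the linker histone gene H1-3 (-2.78 ± 0.41), H2BC21, CXCL10 (-2.31 ± 0.62), an interferon-induced chemokine, FOSB (-2.14 ± 0.90), DUSP1, H2BC4 (-1.90 ± 0.27), JUN (-1.76 ± 0.29), which with FOSB forms the AP-1 transcription factor, H2BC18 (-1.73 ± 0.18) and PDK4 (-1.61 ± 0.30), an inhibitor of pyruvate dehydrogenase. Without HMO replicate 2, 9 of these 10 were downregulated by HMO, with adjusted p values from 8.07e-05 to 0.046, while FOSB did not pass (adjusted p = 0.374). The higher genes with the largest changes were F9, EPB42, C10orf55, HCRTR1, MRPL53, RCL1, LDLRAD2, MYO1H, WFDC8 and MUC6, with log2 fold changes from 2.20 to 4.01 that leaned on HMO replicate 2. MRPL53, for example, was at 9.59 ± 13.6 CPM with HMO and 1.40 ± 0.11 CPM with GLU, and RCL1 is 1 of the 16 genes in excess in that library. Without HMO replicate 2, EPB42, a membrane protein gene of red cells, was at 2.07 (adjusted p = 7.46e-04), MUC6, a gel-forming gastric mucin, at 1.53 (adjusted p = 0.0154), MYO1H at 1.25 (adjusted p = 0.0276) and RCL1 at 0.69 (adjusted p = 0.0323), while the other 6 did not pass.

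Of 26 replication-dependent histone genes tested, 0 passed between HMO and GLU over all genes and 8 were lower adjusted over the list alone, a list that the study named in part on these samples and that is therefore not independent evidence. The list was called lower (median -0.36, adjusted p = 4.84e-09, and adjusted p = 0.794 with an estimated correlation), and without HMO replicate 2 its median was -0.79 with 11 members downregulated over all genes. Most transcripts of these genes lack a poly(A) tail and many are near-identical copies, so their counts in poly(A) libraries are thin and less certain. Cell cycle genes were also called lower (median -0.21, 31 of 40 negative, adjusted p = 8.42e-07, and adjusted p = 0.854 with an estimated correlation), with 3 lower adjusted over the list alone, among them MKI67 (-0.57 ± 0.13) and CENPF (-0.52 ± 0.11), which mark dividing cells. Without HMO replicate 2, 10 cell cycle genes were lower and 1 higher over all genes, and 12 were lower adjusted over the list alone. Stem and progenitor markers had a median of -0.31 (adjusted p = 0.0185, and adjusted p = 0.794 with an estimated correlation), with RNF43 at -0.65 ± 0.17 and SOX9 at -0.68 ± 0.26. Among 58 immediate early genes, a list with members that the study named on these samples, 8 were lower and 4 higher adjusted over the list alone. HES1 (-1.04 ± 0.13) and DUSP1 were among the lower, IER2 (0.84 ± 0.11) and FOSL1 (1.20 ± 0.16) among the higher, and the list's call (adjusted p = 0.0167, and adjusted p = 0.854 with an estimated correlation) was lost without HMO replicate 2 (adjusted p = 0.734). In that fit 8 immediate early genes were higher and 11 lower over all genes, against 0 and 0 with all libraries.

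All 79 ribosomal protein genes had positive log2 fold changes between HMO and GLU, with a median of 0.64 that was 0.24 without HMO replicate 2, where 15.9% of counts fell in these genes (adjusted p = 3.5e-19 with all libraries, 8.37e-14 without it, and adjusted p = 0.854 with an estimated correlation). Over all genes 0 of them passed with all libraries and 8 were higher without HMO replicate 2. Metallothioneins had a median of 0.66 (adjusted p = 0.041, and adjusted p = 0.854 with an estimated correlation) that was 0.15 without that library (adjusted p = 0.222). The chemokine list was not called between HMO and GLU (median -0.10, adjusted p = 0.0665), and it was called without GLU replicate 1 (median -0.16, adjusted p = 0.0391). In it, 2 of 21 members, CXCL2 and CXCL3, were lower adjusted over the list alone, and without HMO replicate 2 CXCL1 (-0.58), CXCL2 (-0.995), CXCL3 (-0.90) and CXCL10 (-1.98) were downregulated by HMO over all genes with adjusted p values of 0.0271, 0.00239, 0.0086 and 0.046.

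The comparison of LAC with GLU asked how the other simple sugar changed the response, and here genes passed the test in both directions. With LAC-grown bacteria, CXCL1 rose to 54.1 ± 6.7 CPM from 19.03 ± 1.9 CPM with GLU (log2 fold change 1.49 ± 0.11, adjusted p = 0.00436) and CCL20 to 42.9 ± 4.79 CPM from 12.98 ± 3.19 CPM (1.73 ± 0.17, adjusted p = 0.00905). IL6, an inflammatory cytokine, rose by 1.44 ± 0.20, BIRC3 by 0.91 ± 0.12, SOCS3, a feedback inhibitor of cytokine signalling, by 0.87 ± 0.09, and CHAC1, which degrades glutathione and is induced by ATF4, by 1.24 ± 0.13 on the log2 scale. These genes differed in the HMO libraries. There IL6 (2.111 to 3.99 CPM) lay above GLU (1.245 to 1.625 CPM) and overlapped LAC (3.436 to 3.997 CPM). CHAC1 with HMO (10.86 to 13.93 CPM) lay above GLU (6.035 to 6.907 CPM), and SOCS3 (16.1 to 29.26 CPM) overlapped GLU (14.74 to 17.77 CPM). BIRC3 with HMO (17.01 to 25.12 CPM) lay below GLU (29.15 to 32.03 CPM). Histone genes fell, with the linker histones H1-4 and H1-3 at -3.34 ± 0.38 and -2.92 ± 0.21 and the H2B genes H2BC11, H2BC21, H2BC4 and H2BC18 between -2.23 and -1.54. The size of the H1-4 change is uncertain, since LAC replicates 1, 2 and 3 held 2, 7 and 5 of its counts, near the floor of 3 counts. Its log2 fold change ran from -3.869 to -2.004 over 21 alternatives, and its call was lost in 8 of them, DESeq2 among them. PCK1 fell to 35.2 ± 5.51 CPM from 131 ± 23.6 CPM (-1.91 ± 0.16), DUSP1 to 57.3 ± 8.43 CPM from 152.5 ± 25.6 CPM (-1.43 ± 0.15), and JUN to 130.6 ± 17.6 CPM from 324 ± 45.3 CPM (-1.33 ± 0.13).

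By edgeR's quasi-likelihood test, 17 of 17044 genes were upregulated and 22 downregulated by LAC relative to GLU. The other genes named by size of change were FJX1 (0.95 ± 0.14), the translation initiation factor EIF5 (0.88 ± 0.08), SERTAD1 (0.88 ± 0.12) and NGFR (0.81 ± 0.10) among the higher and H3C4 (-1.71 ± 0.24) among the lower. By the study's thresholds 61 were higher and 41 lower. Voom with quality weights called 1052 higher and 728 lower, and DESeq2 247 higher and 156 lower. The counts depended on LAC replicate 2, since 1164 genes were higher and 613 lower without it, and all 39 genes were among those. That fit kept LAC replicates 1 and 3, the most alike pair within a group (chi-square per degree of freedom 3.829). Its biological coefficient of variation was 6.69% instead of 13%. Its larger counts rest on that pair. Leaving out GLU replicates 1, 2 and 3 gave 7, 6 and 6 genes, and leaving out LAC replicates 1 and 3 gave 15 and 11. Counts at the study's thresholds were 37, 49 and 44 without GLU replicates 1, 2 and 3 and 202 without LAC replicate 2.

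**Figure D3:**
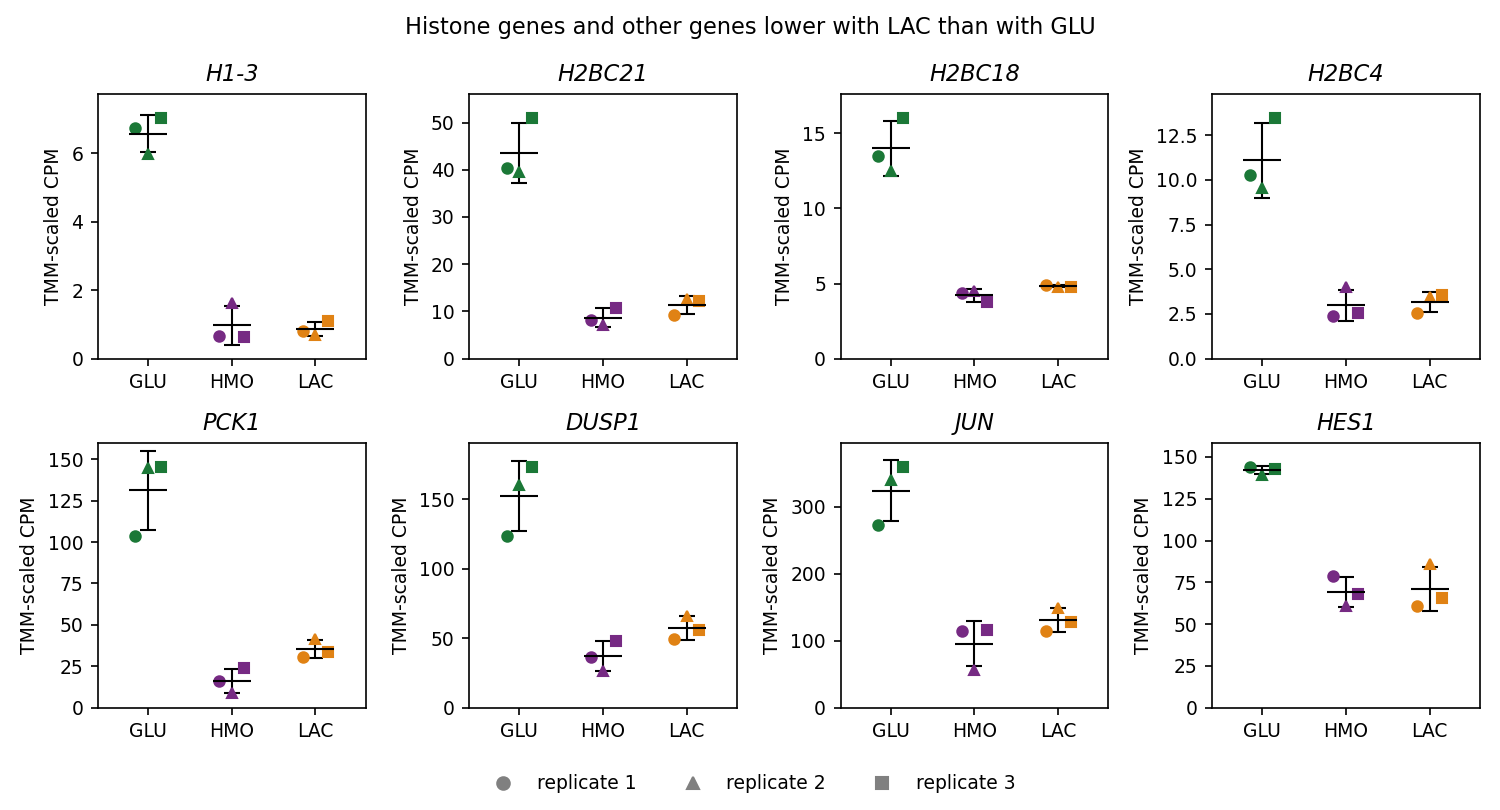
TMM-scaled CPM (vertical axes, from 0) of 4 histone genes and 4 other genes in the GLU, HMO and LAC libraries, with 1 point per library and black lines for the mean ± SD of 3 libraries. PCK1 averaged 131 CPM with GLU, 16.2 with HMO and 35.2 with LAC, and H2BC21 averaged 43.6, 8.70 and 11.4.

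Of 26 histone genes, 25 had negative log2 fold changes between LAC and GLU, 9 fell over all genes and 15 adjusted over the list alone, which is not independent evidence since the study named histone H2B on these samples. The list had a median of -0.62 and was called lower with the preset correlation (adjusted p = 3.11e-39), with an estimated one (adjusted p = 0.0126) and by fry (adjusted p = 0.00188). Without LAC replicate 2 it kept its call with the preset correlation (adjusted p = 5.45e-27) and lost it with an estimated one (adjusted p = 0.11). Cell cycle genes were called lower (median -0.19, 37 of 40 negative, adjusted p = 6.48e-10, and adjusted p = 0.221 with an estimated correlation). Of these, 0 passed over all genes and 9 adjusted over the list alone, with CCNA2, the S-phase and G2 cyclin, at -0.45 ± 0.08 and KIF20A at -0.42 ± 0.09. Without LAC replicate 2, 14 cell cycle genes were lower and 1 higher over all genes, and 20 were lower adjusted over the list alone.

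Chemokine genes were called higher with LAC than with GLU (median 0.16, 14 of 21 positive, adjusted p = 5.71e-07, and adjusted p = 0.187 with an estimated correlation). CXCL1 and CCL20 passed over all genes and 5 members adjusted over the list alone, with CXCL8, the main neutrophil chemokine, at 1.21 ± 0.21 and CXCL3 at 0.89 ± 0.14. CXCL2 (0.59 ± 0.12) passed only without LAC replicate 2 (adjusted p = 0.00412), and LTB (0.85 ± 0.36), TNNI2 (0.37 ± 0.17), SOCS1 (0.18 ± 0.36), ICAM1 (0.12 ± 0.09) and LRRK2 (0.00 ± 0.19) did not pass with it or without it. Among other NF-kB targets (median 0.16, adjusted p = 5.73e-06, and adjusted p = 0.187 with an estimated correlation), 3 of 49 rose over all genes, namely BIRC3, IL6 and PLAU (0.72 ± 0.07), and 7 rose and 2 fell adjusted over the list alone, against 12 higher and 3 lower over all genes without LAC replicate 2. Genes of the unfolded protein and integrated stress response were called higher (median 0.15, adjusted p = 2.63e-06, and adjusted p = 0.113 with an estimated correlation), with CHAC1 past the test over all genes and 7 of 38 adjusted over the list alone, and 11 were higher over all genes without LAC replicate 2. ASNS, which makes asparagine, was at 0.54 ± 0.09 and MTHFD2, of the mitochondrial folate cycle, at 0.41 ± 0.07. Heat shock genes, of which the study's list had shown a member beforehand, were called higher (median 0.11, adjusted p = 0.0225, and adjusted p = 0.549 with an estimated correlation), with 8 of 33 higher and 2 lower adjusted over the list alone. The 2 lower members, HSPA1B (-0.92 ± 0.16) and HSPA1A (-0.82 ± 0.15), are near-identical genes for the inducible HSP70. That call was lost without LAC replicate 2 (adjusted p = 0.131) and without GLU replicate 1 (heat shock median 0.0823, adjusted p = 0.534).

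Immediate early genes moved both ways between LAC and GLU. SOCS3 rose, JUN, DUSP1 and HES1 (-1.02 ± 0.12) fell over all genes. Adjusted over the list alone, 13 of 58 rose and 8 fell, and the list as a whole was not called (adjusted p = 0.084). With LAC replicate 2 left out, 12 of these immediate early genes were higher and 12 lower over all genes. Metallothioneins (median -0.37, adjusted p = 2.97e-05), cholesterol synthesis genes (-0.08, adjusted p = 0.00804) and stem and progenitor markers (-0.22, adjusted p = 0.00804) were called lower, with adjusted p values of 0.246, 0.264 and 0.246 with an estimated correlation. MT1X was at -0.50 ± 0.12, INSIG1, which holds back sterol synthesis, at -0.55 ± 0.11, and RNF43, an inhibitor of Wnt signalling, at -0.50 ± 0.14. Aryl hydrocarbon receptor targets were called higher (median 0.19, adjusted p = 0.0169, and adjusted p = 0.264 with an estimated correlation), led by the monooxygenase CYP1B1 at 0.84 ± 0.15. In these 4 lists 0 genes passed over all genes, and adjusted over each list alone 1, 3 and 2 were lower and, of the 9 receptor targets, 3 higher and 1 lower. In the fit without LAC replicate 2, 5 metallothioneins, 3 cholesterol synthesis genes and 1 stem and progenitor marker were lower over all genes. Of the receptor targets, 3 were higher and 1 lower there. Without LAC replicate 2, ribosomal protein genes were called lower with LAC (median -0.13, adjusted p = 2.64e-05), against a median of 0.07 with it, and mitochondrially encoded genes (0.27, adjusted p = 0.0165) and C2H2 zinc finger genes (0.09, adjusted p = 0.00393) were called higher. With an estimated correlation these had adjusted p values of 0.56, 0.56 and 0.258. Genes of the unfolded protein and integrated stress response were likewise called higher in HMO vs GLU only without HMO replicate 2 (median 0.11, adjusted p = 0.00249, 8 members higher over all genes, and adjusted p = 0.309 with an estimated correlation).

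**Figure D4:**
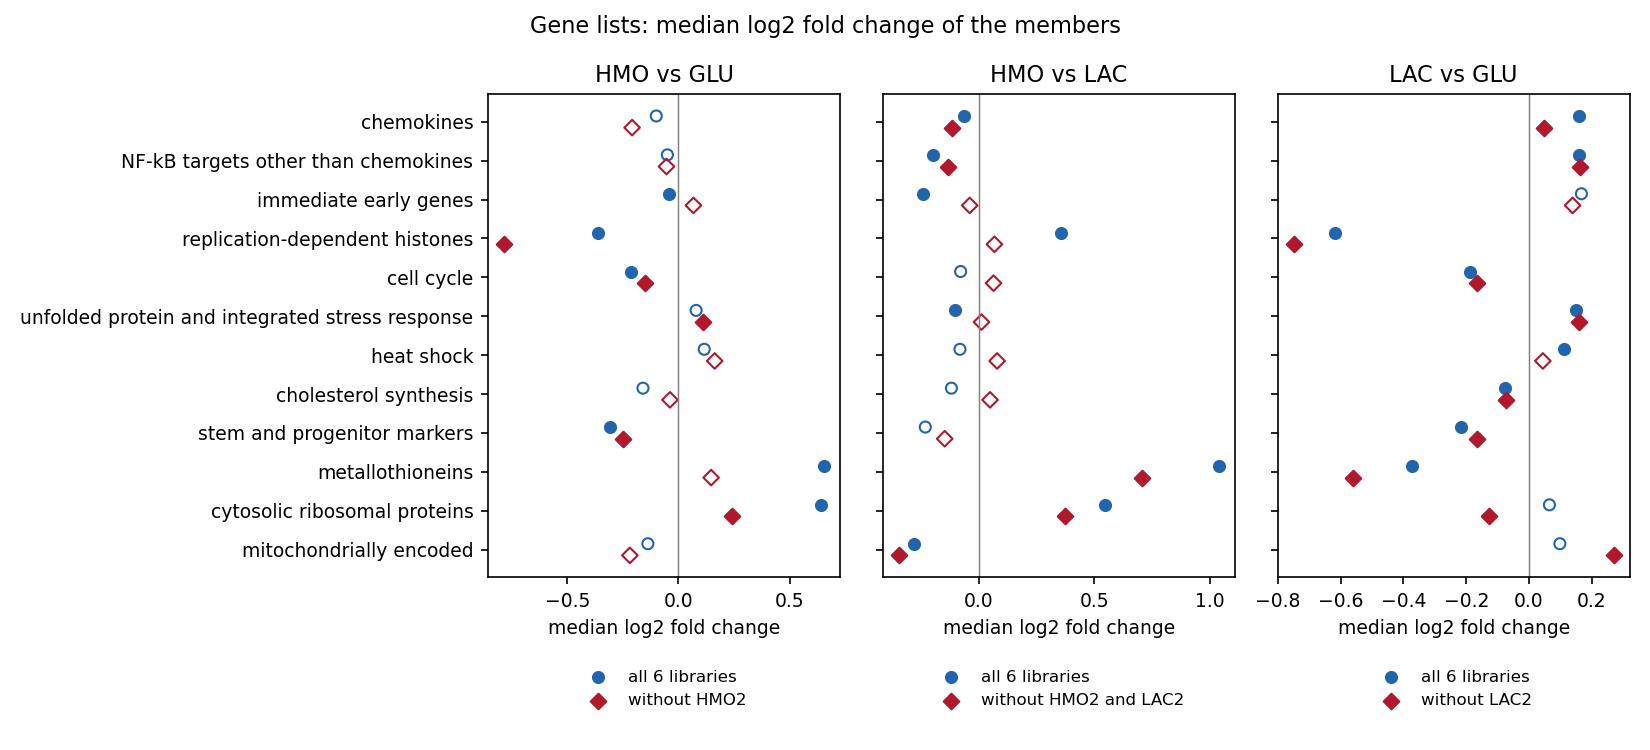
Median log2 fold change (horizontal axes) of the members of 12 gene lists in the 3 comparisons, with all 6 libraries (circles) and without the libraries that stood apart (diamonds). Filled symbols mark an adjusted p of at most 0.05 by camera with a preset correlation, under which histones were at -0.62 and chemokines at 0.16 in LAC vs GLU.

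The remaining lists were not called with all libraries. These were enterocyte differentiation, cell junctions, mucins and antimicrobial factors, innate pattern recognition, interferon-stimulated genes, glycolysis and hypoxia, NRF2 targets, C2H2 zinc finger genes, goblet, Paneth and enteroendocrine markers, and immune, stromal and endothelial markers. Adjusted p values of the lists not called lay between 0.0665 and 0.992 for HMO vs GLU (18 lists), 0.073 and 0.814 for HMO vs LAC (14 lists), and 0.084 and 0.995 for LAC vs GLU (14 lists). Immune, stromal and endothelial markers had medians of -0.04, -0.11 and 0.07 in these comparisons. In the first of them LYZ, at 24.7 CPM with GLU, was the member with the smallest p (-0.69 ± 0.13). Medians of fold changes do not show whether the markers were present. In the GLU libraries LUM was at 26.55 to 34.53 CPM and ITGAX at 0.05685 to 0.1245 CPM. With 6 libraries, splits of the samples that mixed the carbon sources gave up to 8, 12 and 10 called lists, against 6, 10 and 10 for the real groups, so a list's call with the preset correlation alone is weak evidence.

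Genes lower with HMO than with both other sugars were counted to find effects of HMO itself. With all libraries 0 genes passed in both comparisons, and CXCL2 and CXCL3 met the study's thresholds in both (independent lists of 72 and 5 genes would share 0.0211). Voom with quality weights gave 8 such genes and DESeq2 gave 3. Without HMO replicate 2 there were 2 such genes, CXCL1 and CXCL2. Genes higher with HMO than with both numbered 0 with all libraries, 2 by voom with quality weights and 0 by DESeq2. Both comparisons use the same HMO libraries, and part of any overlap may come from them.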

Values the study reported

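The study reported, at 0.1 RPKM, 15,561 expressed genes with GLU, 15,468 with HMO and 15,516 with LAC. It reported 107 genes upregulated and 178 downregulated by HMO relative to GLU, and 21 upregulated and 37 downregulated by HMO relative to LAC. For LAC relative to GLU, its table gave 97 genes upregulated and 48 downregulated, while its text gave 148 and 97. Among genes downregulated by HMO, it reported an enrichment score of 5.68 for chemokine activity (6 genes, against LAC) and of 3.51 for histone H2B (4 genes, against GLU).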

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

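The alternatives chosen after the data were seen were voom with quality weights, DESeq2, limma on log2(CPM + 0.5), DESeq2 size factors, total counts only, moderation that is not robust, a filter at 0.1 RPKM, and HMO replicate 2 and LAC replicate 2 both left out. The filter at 0.1 RPKM had been the main filter of the design. For the named genes 2129 alternatives were run, of which 1824 left the gene on its side of the threshold, 152 lost a call, 153 gained one and 0 reversed. The 25 calls among them were kept in 375 of 527 alternatives. Expressed genes stayed within 1.5 times, but their order did not, with 11817 for GLU, 11740 for HMO and 11768 for LAC at a group mean of at least 1 RPKM. The prior count of edgeR changes fold changes only, so a prior count of 0.1 left every call as it was. Where no cause is given below, the cause was not tested.

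Genes differing between HMO and GLU, 0 in the main fit, numbered 1 with quantile normalization, 4 with all 9 libraries in one fit, 5 with the unmoderated test, 2509 with voom with quality weights and 625 with DESeq2, and 0 to 1451 with a library left out. For the study's thresholds DESeq2 gave 303 and leaving a library out 0 to 672, against 187. Of the 6 lists called, camera with an estimated correlation and fry kept 0 each. Total counts alone moved the median log2 fold change of all genes by -0.137 and limma on log2(CPM + 0.5) by -0.151.

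Genes differing between HMO and LAC, 2 in the main fit, numbered 1 at a mean CPM of at least 1, 0 with libraries centred on the median, 5 with all 9 libraries in one fit, 0 with the unmoderated test, 14 with voom with quality weights, 7 with DESeq2, 26 with HMO replicate 2 and LAC replicate 2 both left out, and 0 to 3 with 1 library left out. At the study's thresholds, against 5, these were 0 with the unmoderated test, 185 with voom, 9 with DESeq2, 164 with both left out and 2 to 5 with 1 left out. Lists called, 10 in the main fit, were 6 with voom, 5 with both left out, 0 with an estimated correlation and 1 with fry.

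Genes differing between LAC and GLU, 39 in the main fit, numbered 4 with all 9 libraries in one fit, 2 with the unmoderated test, 1780 with voom, 403 with DESeq2, and 6 to 1777 with a library left out. At the study's thresholds, against 102, a mean CPM of at least 1 gave 48 (fewer genes were tested), all 9 libraries in one fit 19, and leaving a library out 37 to 202. Of 10 lists called, an estimated correlation left 1 and fry 4.

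The chemokine list, HMO vs LAC, had a median of -0.0632 (adjusted p = 0.0782 with an estimated correlation), and -0.365 to -0.0135 with 1 library left out. For HMO vs GLU it was -0.258 at a mean CPM of at least 1 (adjusted p = 0.0137), -0.0994 with quantile normalization (adjusted p = 0.0383), -0.0998 with all 9 libraries in one fit (adjusted p = 0.032), 0.0163 with no low-value filter (adjusted p = 0.134), where its sign turned, and -0.209 to -0.0779 with a library left out. Genes lower with HMO than with both numbered 8 with voom, 3 with DESeq2, 19 with both libraries left out and 0 to 2 with 1 left out, and genes higher than both 2 with voom.

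A replicate block gave 4 genes for HMO vs LAC and 228 at the study's thresholds, 10 and 40 for LAC vs GLU, and 0 for HMO vs GLU. Whether the numbers pair HMO and LAC cannot be told from the correlations, since pairs with different numbers reached similar values. Genes gained with the block are therefore uncertain. Over all 3 groups, 6 of 9 libraries correlated best with their own number. Lists called numbered 10, 9 and 6 for HMO vs LAC, LAC vs GLU and HMO vs GLU.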

Other observations

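The genes, lists and tests in this part that were chosen after values were seen are the genes shared without HMO replicate 2 and LAC replicate 2, PDK4 in LAC vs GLU, the test for a mislabelled sample, the ribosomal RNA matches in the 16 genes in excess, the within-group ribosomal protein test and the S-phase test.

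With HMO replicate 2 and LAC replicate 2 left out, 19 genes were lower with HMO than with both GLU and LAC, of 650 and 25 lower in each comparison (0.953 shared by independent lists, and a mean of 0.35 and at most 3 in 20 simulations with no gene changed, which share the HMO libraries but call few genes). Part of the overlap may come from the shared HMO libraries. They included the chemokine genes CXCL1, CXCL2 and CXCL3 and the NF-kB target genes TNFAIP3, NFKBIZ and BIRC3. APOB, the protein of chylomicrons, and MUC17, a mucin of the enterocyte surface, were also among them. For these 2 genes the result depended on leaving out LAC replicate 2. There APOB was at 530 CPM, below HMO replicates 1 and 3 (597.6 and 561.4 CPM). MUC17 was at 11.36 CPM there, also below HMO replicates 1 and 3 (14.28 and 13.32 CPM). The list of NF-kB targets as a whole was not called between HMO and GLU (adjusted p = 0.66 by camera with a preset correlation). Without HMO replicate 2, 7 of its 49 members were higher and 3 lower with HMO than with GLU over all genes. In LAC vs GLU, the metabolic gene PDK4 fell with PCK1 (-1.14 ± 0.13, adjusted p = 0.0118).

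HMO replicate 2 was weighed for technical causes. Genes called between HMO and GLU without HMO replicate 2 at a log2 fold change of at least 1 in size were examined. Of these, 74.2% of 62 had it on the HMO side (95% interval across genes 62.1 to 83.4). Of those so called between HMO and LAC without HMO replicate 2 and LAC replicate 2, 92.3% of 13 did (66.7 to 98.6). These shares argue against a GLU or LAC sample under its label. The intervals treat genes as independent, and the LAC share rests on few genes. A sample from outside these groups was not tested. Of the 20 genes with the largest excess, 9 held a ribosomal RNA match in the gene span, against 1 of 200 matched genes, and 0 in the exons, short of the share set beforehand. Of the 16 genes at 4 times or more their level elsewhere, a set cut after the matches were known, 9 held such a match in the span against 0 of 160 matched genes. The 16 took 13.7% of the counts of HMO replicate 2. The largest shares, of ANKRD30BL (6.34%), HFM1 (1.95%) and SLCO5A1 (1.3%), were all in genes with a match. Among those without a match, NOTCH2 (0.593%) and PHKB (0.35%) had the largest. Reads from ribosomal RNA stay open as a cause. Exon length and the log2 ratio of HMO replicate 2 to HMO replicates 1 and 3 had a Spearman rho of -0.147 over 14119 genes. The median log2 ratio was 0.214 in the 2826 genes of shortest exon length. In the sets of longer genes it was -0.104, -0.22, -0.234 and -0.101, in order of length. The ratio did not fall steadily with length, so this rho can understate an excess of short transcripts and cannot tell. Such an excess stays open as a cause.

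Ribosomal protein genes were higher with HMO than with GLU by a median of 0.241 without HMO replicate 2. Genes chosen as nearest in length and level had a median of 0.146 (95% interval across genes 0.114 to 0.187, 158 genes), above the bound of 0.12 set beforehand, but with all libraries 0.142 against 0.641. Their median level was 621 CPM against 1220 CPM, so the match in level failed. Length was that of all annotated exons of a gene together (median 3354 against 3228 bases), which need not be the length of its transcripts. A shift of short, abundant transcripts in general therefore stays open. Within LAC, replicate 2 differed from the other libraries by a median of 0.549, but it had been singled out by these genes, and within GLU the largest difference was 0.18, so differences between libraries that do not follow the sugar stay open.

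Histone genes were lower with LAC than with GLU by a median of -0.618. S-phase genes had a median of -0.117 (95% interval across genes -0.177 to -0.0434, 47 genes), above the bound of -0.309. The interval covers spread between genes, not between libraries. Whether S-phase transcripts would fall as fast as histone transcripts within 2 h was not tested, so fewer cells in S phase stays open. Genes matched on length, GC content and level had a median of 0.00288 (95% interval across genes -0.0325 to 0.0738, 130 genes), which argues against a bias of that kind. Different carry-over of RNA without a poly(A) tail was not tested and stays open.

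Each comparison was also run on the 10 splits of its 6 libraries into groups of 3, which cannot give a share under 0.05. For HMO vs GLU, a count of genes as large as the real 0 came from 10 splits, of genes at the study's thresholds (187) from 1, of called lists (6) from 7 and a chemokine p as small (0.0194) from 1. For HMO vs LAC these were 1 split for 2 genes, 3 for 5 genes at the study's thresholds, 3 for 10 lists and 1 for the chemokine p of 6.68e-18, and the split with HMO replicates 1 and 2 and LAC replicate 2 together gave 1229 genes at the study's thresholds. For LAC vs GLU these were 1 split for 39 genes, 2 for 102 genes (375 with LAC replicate 2 set with GLU replicates 1 and 3) and 2 for 10 lists. All 100 splits of the 9 libraries tried gave 0 genes lower, and 100 gave 0 genes higher, in 1 group than in both others, as the real groups did. Large counts in mixed splits point to structure among the libraries beyond the sugar.

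The study used t-tests on log2-transformed values and the counts here use edgeR's p values, so the tests differ. At the study's thresholds, 72 genes were lower with HMO than with GLU. That is lower than the value quoted from the study above. The unmoderated equal-variance test gave 57 genes higher and 70 lower with HMO than with GLU, and 0 and 0 with HMO than with LAC. For LAC against GLU that test gave 42 higher and 37 lower. Between HMO and LAC, 0 genes were higher and 5 lower with HMO, against 64 and 100 without HMO replicate 2 and LAC replicate 2 and 172 and 56 with the replicate block. The first 2 counts are lower than the values quoted above and the other 4 are higher. Between LAC and GLU, 61 genes were higher with LAC. That is lower than both values quoted above. With all libraries, 41 genes were lower with LAC, which is also lower than both values quoted above. Without LAC replicate 2, 135 genes were lower with LAC. That is higher than both values quoted above.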
